A study of Mus musculus with 4 samples. Its data were reported in "System‐level analyses of keystone genes required for mammalian tooth development" (2020).

How the data were processed

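Mandibular first molars of wild-type C57BL/6JOlaHsd mouse embryos were dissected at embryonic day 14.5, and per the labels each of 4 teeth was dissociated on its own with liberase and TrypLE before library preparation with the 10x Chromium 3′ kit, version 3. The authors processed the reads with Cell Ranger (mkfastq, count and aggr) against mouse genome GRCm38/mm10. The annotation release and the depth normalization mode of the aggregation step were not stated, so read subsampling between libraries cannot be ruled out. Deposited was 1 table of UMI counts with genes in rows and cells in columns. The values were whole numbers (0 values that were not whole, largest value 15645), not normalized. The authors had already limited the table to cells with 3000 to 9000 detected genes and less than 10% mitochondrial transcripts, which the table bears out: cells had from 3002 to 8997 genes and at most 9.997% mitochondrial UMIs. Cells below these limits were not analysed here, so free RNA could not be estimated from empty droplets.

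The cell barcodes carried a suffix from 1 to 4, which tells the libraries apart. The suffix names no sample title, so no library was assigned to an individual sample. The 4 libraries were treated as 4 unnamed replicates of the single group, and they are called library 1 to 4 by suffix. Total UMIs per library were 202545580, 241876883, 194199239 and 223116690, and single cells had from 7639 to 183331 UMIs. Summed counts of each pair of libraries were compared over genes: chi-square per degree of freedom was 22.7 to 55.8, so no pair agreed within sampling noise. Pearson r between libraries ranged from 0.998 to 0.999.

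Main results used 30928 cells, after the UMI limits of 7000 to 180000 were applied as well. Gene categories, pathway genes and kinds of molecules were taken from the study's tabulations before the data were examined. Of 187 category genes 185 were found by symbol or Ensembl identifier, and of 269 pathway genes 267. The pathway list as tabulated is slightly shorter than the study's text counts it, for a reason that was not found. The 6 genes of the eruption category were left out, as were the developmental-process genes, which need an ontology table not used here. Genes with a UMI in at least 3 cells (22974 genes) entered the tissue-level tests. Other genes were all remaining genes of the table. Tissue-level expression was log2(CPM + 1) of summed UMIs, averaged over libraries. Cell-level expression was ln(1 + UMIs per 10000), Seurat's default, averaged over cells with at least 1 UMI. The study's text gives cells with nonzero reads as the denominator, which was followed. Its printed formula has normalized expression above 1, which was not computed here, and the alternative used cells with more than 1 UMI. Differences of medians were tested with 100000 permutations of the labels over genes or 100000 random draws, one-sided, with Benjamini-Hochberg adjustment within each family of comparisons and a threshold of 0.05. On simulated sets drawn from the tissue-level values, with as many genes as the comparison of progression and dispensable genes (114 in all) and fewer resamples per set, the permutation test called 5 of 100 sets with no shift and 52 of 100 with a shift of 2 on the log2 scale.

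Clustering left out all keystone and pathway genes. It used 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method at resolution 0.5 (scanpy 1.11.5, leidenalg 0.10.2), which gave 26 clusters. Clusters were named from marker lists fixed before the data were examined. The limits on marker fold were set after the clusters were seen: a median log2 fold of at least 3 for the smaller classes, at least 0.5 for epithelium with mesenchyme at most -2, and at least -1 for mesenchyme with epithelium at most -1. Of the 26 clusters 6 were epithelium-like, 12 mesenchyme-like, 7 belonged to endothelium, immune, erythroid, glia, muscle or pericyte classes, and 1 was unnamed. In 4 of the epithelium-like and mesenchyme-like clusters (numbers 5, 10, 13 and 18) a neuron or pericyte marker was among the 10 leading genes and no marker of their own class was, and the comparison was repeated without them. Scrublet marked 27 cells (0.0873%) as doublets, too few for the caller to have worked, so removal of the 6% of cells with the highest doublet scores in each library (1868 cells) was added after seeing the data. Doublets were kept in the main results. The study's text mentions no removal of doublets.

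UMI sums per library and compartment were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, quasi-likelihood F-test, library as block). Standard errors were derived from the F statistic. The block was justified because both sums of a library came from the same tooth. Deviations of the sums from their compartment means correlated at 0.164 to 0.253 within a library and at -0.0475 or lower on average between libraries, over 16447 genes. In simulated counts for this comparison with the real means and library sizes, edgeR recovered 193 of 196 changed genes among 16254 tested, with 7 false calls, and DESeq2 1.42.0 recovered 183 of 200 among 16447 tested. The means were pooled over both compartments, with a common dispersion and only 200 changed genes. The real comparison called 13450 of 16447 genes, so the simulation does not give its error rate. Shares of cells were also given after thinning each cell to 7000 UMIs, drawn without replacement (0 cells were shallower).

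Named genes are 7 listed beforehand (Shh, Runx2, Msx1, Eda, Edar, Sostdc1 and Fst), the highest and lowest gene of each category and measure, the 3 ligands with the most cells, and the 3 keystone genes with the largest fold change in each direction among those past the threshold and in the same direction in every library. This rule was fixed before the data were examined, and 1 value it selects is not reported here. Genes singled out by a later check are named as chosen after their values were seen. Coordinates are from GENCODE M21 on GRCm38. Alternatives covered the cell filter, the gene filter, the pseudocount (0.1 in place of 1), the weight of cells, means in place of medians, two-sided tests, the set of other genes, the number of UMIs that counts as expression, thinning, doublets, DESeq2, RLE factors, no replicate block, cluster resolution 1.0 and leaving out each library in turn. Protein-coding genes of GENCODE M21 as other genes, the removal by doublet score and the comparison without 4 clusters were added after seeing the data.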

Results

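Single-cell transcriptomes were collected from 4 first lower molars of wild-type C57BL/6JOlaHsd mouse embryos at embryonic day 14.5, the cap stage of tooth development. Each tooth was dissociated on its own and gave 1 droplet library. All 4 libraries belonged to the same group, so the comparisons were made between gene categories, between kinds of molecules and between the tissue compartments of the tooth. The libraries are numbered 1 to 4 by their barcode suffix, which was not matched to the individual sample names. They held 7000, 8811, 7044 and 8075 cells, with 202545580, 241876883, 194199239 and 223116690 unique molecular identifiers (UMIs, each standing for 1 captured transcript). The median number of UMIs per cell ranged from 21572 to 24034 across the libraries, and the median number of detected genes from 4623 to 4864. In total 30930 cells were tabulated for 23180 genes. The cell limits of 3000 to 9000 genes, 7000 to 180000 UMIs and less than 10% mitochondrial transcripts kept 30928 of them, because 2 cells of library 4 had more than 180000 UMIs.

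The first question was whether genes required for tooth development are highly expressed in the tooth as a whole. The study sorted genes by the dental phenotype of null-mutant mice. Progression genes arrest tooth development when removed, shape genes alter the form of the tooth, tissue genes alter the hard tissues, double genes arrest development only when removed together with a second gene, and dispensable genes leave the teeth without a reported defect. UMIs of all kept cells were summed for each library, and a gene's tissue-level expression was the mean over the 4 libraries of log2(CPM + 1), where CPM is the gene's UMIs after scaling the library's total to 1000000. The median was 6.09 in the 15 progression genes, 5.06 in the 11 double genes, 3.85 in the 99 dispensable genes, 3.68 in the 28 shape genes, 3.22 in the 26 tissue genes and 1.81 in the 22789 other genes. Genes, not teeth, were the units of the one-sided permutation tests, so the p-values do not treat the teeth as replicates, and genes are not independent of each other. Adjusted p-values are Benjamini-Hochberg values over the 9 comparisons.

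Progression genes had a higher median than every control set. The difference was 2.87 against tissue genes (permutation p = 0.00016, adjusted p = 0.00072), 2.24 against dispensable genes (permutation p = 0.00134, adjusted p = 0.00402) and 4.28 against other genes (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 9e-05). Calculated in each library on its own, the difference from dispensable genes was 2.35 ± 0.06 (SD, n = 4 libraries), positive in 4 of 4. The alternative that moved these differences most was limiting all sets to genes with a UMI in at least 1% of cells. It lowered the difference from other genes to 2.29, still past the threshold, with an adjusted p of 0.00414 in the permutation test.

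Shape genes were not separable from tissue genes (difference 0.46, permutation p = 0.251, adjusted p = 0.283) or from dispensable genes (difference -0.17, permutation p = 0.585, adjusted p = 0.585). Against dispensable genes the difference per library was positive in 2 of 4 libraries, and its SD of 0.20 (n = 4) was larger than its mean. With means in place of medians it was 0.58, the opposite direction, with an adjusted p of 0.127 in the permutation test. Shape genes exceeded other genes by 1.87 (permutation p = 0.027, adjusted p = 0.0468). This call rested on library 1, without which the difference was 1.66 and the adjusted p of the permutation test 0.0623. It also rested on the make-up of the other genes, since the difference became -0.12 among genes with a UMI in at least 1% of cells. Double genes exceeded dispensable genes by 1.21 (permutation p = 0.0312, adjusted p = 0.0468) and other genes by 3.25 (permutation p = 0.00676, adjusted p = 0.0152). Their difference from tissue genes was 1.84 and did not pass the adjustment (permutation p = 0.0413, adjusted p = 0.0532). Without library 1 the call against dispensable genes was lost at the same difference of 1.21 (permutation p = 0.0308, adjusted p = 0.0554). Its unadjusted p was no higher than with all libraries, so the loss came from the adjustment shared with the other comparisons. Without library 2 or library 3 the difference from tissue genes passed instead, at adjusted p-values of 0.0418 and 0.0465 in the permutation tests.

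The highest and lowest genes show the width of each category. Among progression genes, Msx1 (chromosome 5, 37820485 to 37824583, GRCm38, GENCODE M21) had the highest tissue-level expression at 8.46 ± 0.11 (SD, n = 4 libraries) and Acvr2a (chromosome 2, 48814109 to 48903269) the lowest at 3.91 ± 0.03. Shape genes spanned a wider range, from Sostdc1 (chromosome 12, 36314139 to 36318452) at 9.26 ± 0.17 to Foxi3 (chromosome 6, 70956531 to 70961066) at 0.74 ± 0.13. Double genes ranged from 6.28 ± 0.02 in Lhx8 to 2.06 ± 0.16 in Dlx4. Tissue genes ranged from 8.51 ± 0.11 in Postn to 0.01 in Mmp20, which had 6 UMIs in all libraries together. Dispensable genes ranged from 9.98 ± 0.09 in Ptn to 0.06 ± 0.04 in Irx4, so single genes of this category exceeded every progression gene.

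**Figure D1:**
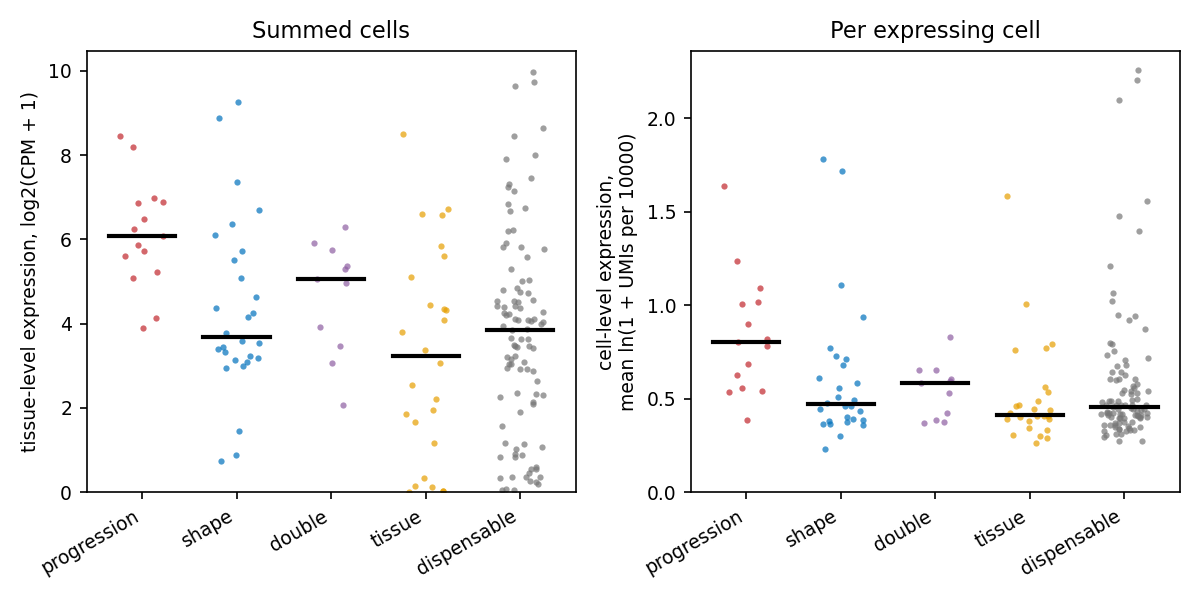
Expression of genes by category. Each point is 1 gene, black bars are category medians, the left axis is tissue-level expression as log2(CPM + 1) and the right axis is cell-level expression as the mean ln(1 + UMIs per 10000) over cells with a UMI. Progression genes have the highest median on both, 6.09 and 0.802.

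The second question was how far the size of the expression domain, taken as the number of cells with at least 1 UMI of a gene, accounts for tissue-level expression. Across 168 progression, shape, tissue and dispensable genes, tissue-level expression rose with the log10 number of cells, with a Pearson r of 0.875 and a Spearman rho of 0.961. Both had a permutation p of 1e-05, the smallest possible, and the same value after adjustment for these 2 relations. This is a correlation across genes, which are not independent replicates. Both measures are counted from the same UMIs, so a gene with more UMIs tends to have more cells with a UMI whatever its domain. Over all genes with a UMI in at least 3 cells rho was 0.996. The correlations and their p-values therefore cannot decide how far domain size accounts for tissue-level expression. Calculated within each library, r was 0.884 ± 0.004 and rho was 0.958 ± 0.003 (SD, n = 4 libraries). Requiring at least 2 UMIs per cell moved r most, to 0.936. Among progression genes the percentage of cells with a UMI was highest for Ctnnb1 (97.8% ± 0.293, SD, n = 4 libraries) and lowest for Shh (3.78% ± 1.17). Among shape genes it was highest for Sostdc1 (82.0% ± 3.59) and lowest for Fgf20 (1.26% ± 0.518). Among double genes it ran from 62.7% in Lhx8 to 5.79% in Dlx4, and among tissue genes from 85.1% in Mmp14 to 0.0190% in Mmp20. The lowest value among dispensable genes was 0.0917%, in Irx4. The ligand gene Eda (chromosome X, 99975606 to 100400762) was detected in 14.8% ± 0.572 of cells and the gene of its receptor, Edar (chromosome 10, 58600789 to 58675654), in 1.97% ± 0.602 (SD, n = 4 libraries).

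**Figure D2:**
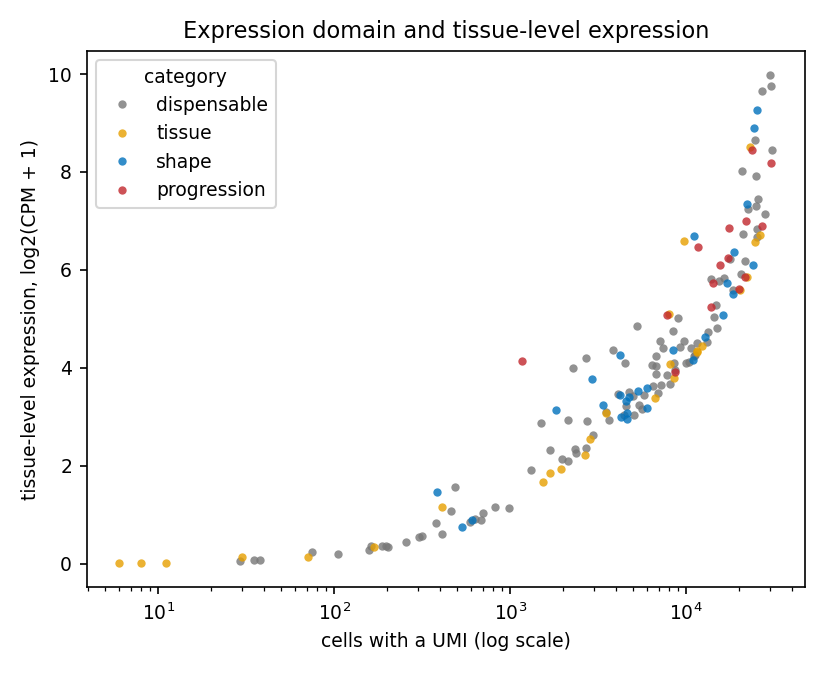
Tissue-level expression, log2(CPM + 1), against the number of cells with a UMI on a log scale. Each point is 1 gene, coloured by category, and across the 168 genes Spearman's rho is 0.961.

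The third question was whether progression genes are also highly expressed in the individual cells that express them. Cell-level expression was the mean of ln(1 + UMIs per 10000) over the cells with at least 1 UMI of the gene, and adjusted p-values are over 4 comparisons with dispensable genes. The median was 0.802 in progression genes and 0.457 in dispensable genes, a difference of 0.345 (one-sided permutation p = 0.00067, adjusted p = 0.00268). In single libraries the difference was 0.347 ± 0.0104 (SD, n = 4 libraries), positive in 4 of 4. The medians of shape genes (0.470), tissue genes (0.415) and double genes (0.585) were not separable from that of dispensable genes. The permutation p-values were 0.334, 0.916 and 0.0791, and the adjusted p-values 0.445, 0.916 and 0.158. The call for progression genes changed under 2 settings. With means in place of medians the difference was 0.257 with an adjusted p of 0.0586 in the permutation test. Dividing the sum by the number of cells with more than 1 UMI moved it most among measures on the same scale, to -0.16, the opposite direction. Shape, tissue and double genes were compared also with genes of like numbers of expressing cells in place of dispensable genes. They then exceeded the comparison genes by 0.0799, 0.0385 and 0.131, with adjusted p-values of 0.00127, 0.0114 and 0.0002 in the random draws, and progression genes exceeded theirs by 0.312.

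Msx1 had the highest cell-level expression of the progression genes, 1.64 ± 0.0662 (SD, n = 4 libraries), and Acvr2a the lowest, 0.386 ± 0.00982. Shh, detected in the fewest cells of the category, reached 1.09 ± 0.138 over all cells with a UMI, including those in which a UMI is not read as expression. The extremes were 1.78 for Barx1 and 0.232 for Foxi3 among shape genes, 0.828 for Lhx8 and 0.371 for Acvr2b among double genes, 1.59 for Postn and 0.262 for Klk4 among tissue genes, and 2.26 for Mdk and 0.272 for Cyp26c1 among dispensable genes. Klk4 and Cyp26c1 rested on 71 and 105 cells. A single UMI gives a lower value in a deeper cell, and epithelium-like cells were deeper (median 32305 UMIs against 19193 in mesenchyme-like cells). Foxi3, Klk4 and Cyp26c1 had 557, 72 and 122 UMIs in epithelium-like cells and 5, 3 and 7 in mesenchyme-like cells. Their low values therefore cannot be told apart from an effect of depth.

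The next comparison asked whether genes that encode secreted signals have smaller expression domains than other genes. Ligands made up 10 of the 28 shape genes and 3 of the 15 progression genes. Over both categories the median ligand was detected in 14.8% of cells and the median receptor, transcription factor or intracellular gene in 45.3%. The difference of -30.5 percentage points had a one-sided permutation p of 0.0194 (13 ligands against 30 other genes, adjusted p = 0.0194 over 2 comparisons). Over 267 genes of 6 signaling pathways (Fgf, Wnt, Tgfβ, Hedgehog, Notch and Ectodysplasin), the 66 ligands had a median of 7.01% and the remaining genes a median of 35.5%. This difference of -28.4 points had a permutation p of 1e-05, the smallest possible, and an adjusted p of 2e-05. Ligands were lower in 4 of 4 libraries in both gene sets, with mean differences of -30.3 ± 2.06 and -28.8 ± 0.523 points (SD, n = 4 libraries). The percentages depend on depth. Thinned to 7000 UMIs per cell, which excluded no cell, the differences were -16.4 points (adjusted p = 0.0492) and -10.8 points (adjusted p = 2e-05) in the permutation tests. Counting cells with at least 2 UMIs moved the pathway difference most, to -9.12 points.

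The most widely detected ligands of the progression and shape genes were Sostdc1 (82.0% of cells), Inhba (56.8% ± 2.84, SD, n = 4 libraries) and Bmp4 (50.4% ± 0.518). Over the pathways Wnt5a (58.2% ± 3.14) took the place of Bmp4. Fst, another ligand, was detected in 36.0% ± 2.73 of cells.

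**Figure D3:**
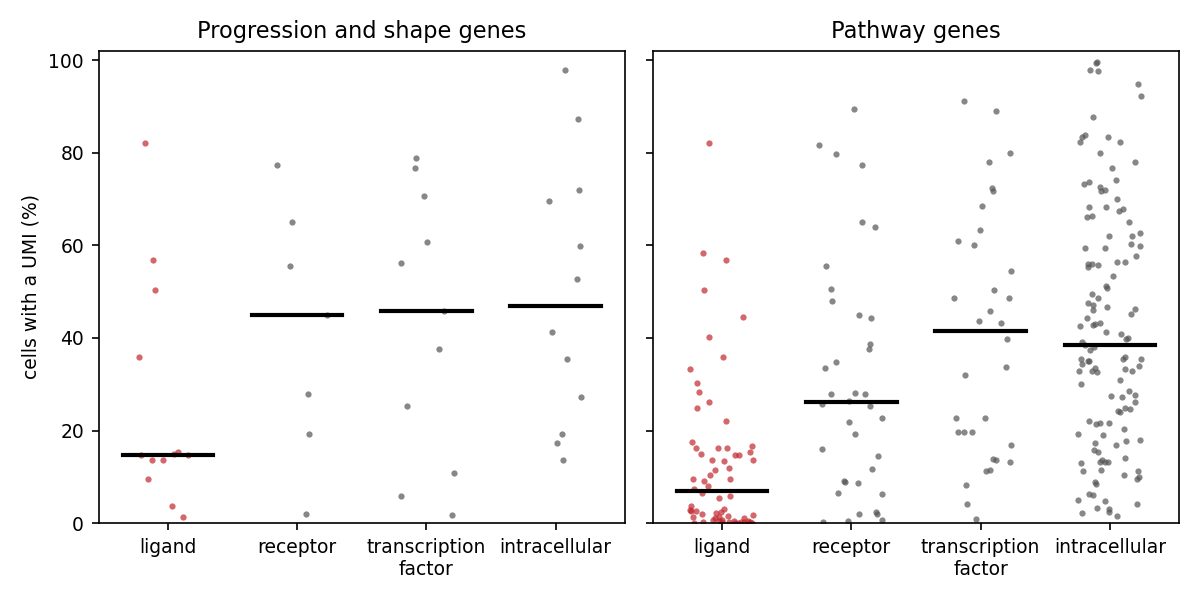
Percentage of cells with at least 1 UMI of each gene, by kind of molecule, in progression and shape genes (left) and in genes of the 6 pathways (right). Each point is 1 gene and black bars are medians. Ligands, in red, have the lowest median in both panels.

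The categories were then set against the pathways their genes belong to, with medians of as many genes drawn at random from the pathway list. The list holds 8 of the 15 progression genes and 22 of the 28 shape genes, and the whole categories were compared. The values are from the summed cells, whereas the study used bulk RNA-seq and set its pathway genes against developmental-process genes, which were not used here. Genes of the 6 pathways had a median of 4.00, which was 2.15 above draws from all genes (one-sided random draws, p = 1e-05, the smallest possible in this permutation design, adjusted p = 4e-05 over 4 comparisons). A pseudocount of 0.1 moved this difference most, to 2.49. The progression median was 1.99 above draws from the 218 Wnt, Tgfβ, Fgf and Hedgehog genes (permutation p = 0.00014 over 100000 random draws, adjusted p = 0.00028). The shape median was not above draws from the 266 genes of the 6 pathways (difference -0.32, permutation p = 0.722, adjusted p = 0.722). Without their ligands the 18 remaining shape genes lay 0.27 above the draws, which was within the range of random draws (permutation p = 0.301, adjusted p = 0.401). When ligands were removed also from the list that was drawn from, the difference was -0.13. The 4 libraries gave a positive difference for progression genes in 4 of 4 and a negative one for shape genes in 4 of 4 (-0.29 ± 0.19, SD, n = 4).

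The last comparison placed the genes in the dental epithelium and mesenchyme, whose interaction drives tooth development. Cells were clustered without the keystone and pathway genes, and clusters were named from fixed markers. Epithelium-like cells made up 23.7% ± 4.44 of a library and mesenchyme-like cells 68.5% ± 4.06 (SD, n = 4 libraries). An unnamed cluster with markers of both compartments, kept out of both by a limit set after its markers were seen, held 2.79%, 2.35%, 1.77% and 2.23% of the cells of libraries 1 to 4. Its median of 42689 UMIs per cell was above that of the epithelium-like cells (32305) and of the mesenchyme-like cells (19193). UMI sums per library and compartment were compared with edgeR's quasi-likelihood test with library as block. It called 13450 of 16447 genes at a Benjamini-Hochberg adjusted p of 0.05, of which 6540 were higher in the epithelium-like sums. Of the 76 progression, shape, double and tissue genes tested, 74 were called over all genes tested and 74 when adjusted over the list alone. Among the called genes 32 were higher in the epithelium-like sums and 42 in the mesenchyme-like sums. Progression genes were called in 15 of 15 cases, 8 higher in epithelium and 7 in mesenchyme, and shape genes in 27 of 28, 16 higher in epithelium and 11 in mesenchyme. Double genes were higher in mesenchyme in 9 of 11 cases. Dispensable genes were called in 89 of 95 cases, so being called does not set the other categories apart. The alternative that moved the count of keystone genes most was no filter on low counts, with 76 called of 80 tested.

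The following rankings are limited to the called progression, shape, double and tissue genes. The largest changes toward epithelium, in the same direction in 4 of 4 libraries, were those of Foxi3 (log2 fold change 7.54 ± 0.32 SE), Fgf20 (chromosome 8, 40279166 to 40308331, 6.34 ± 0.15) and Shh (chromosome 5, 28456815 to 28467256, 6.28 ± 0.12). Their edgeR adjusted p-values were 9.78e-08, 3.37e-09 and 8.37e-10. Foxi3 had 557 UMIs in the epithelium-like sums and 5 in the mesenchyme-like sums, so its fold change depends on the small number edgeR adds to counts. The largest changes toward mesenchyme were those of Msx1 (log2 fold change -4.98 ± 0.07 SE), Inhba (chromosome 13, 16011851 to 16031621, -4.95 ± 0.03) and Fgf10 (chromosome 13, 118669791 to 118792115, -4.92 ± 0.07), with edgeR adjusted p-values of 1.55e-10, 1.29e-11 and 2.13e-10. Runx2 (chromosome 17, 44495987 to 44814797) was lower in epithelium by -3.04 ± 0.06 and Sostdc1 by -1.03 ± 0.05, while Edar (4.23 ± 0.20), Fst (chromosome 13, 114452290 to 114458951, 2.97 ± 0.05) and Eda (0.37 ± 0.06) were higher. Among these 5 genes the largest edgeR adjusted p was 0.00043, for Eda.

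**Figure D4:**
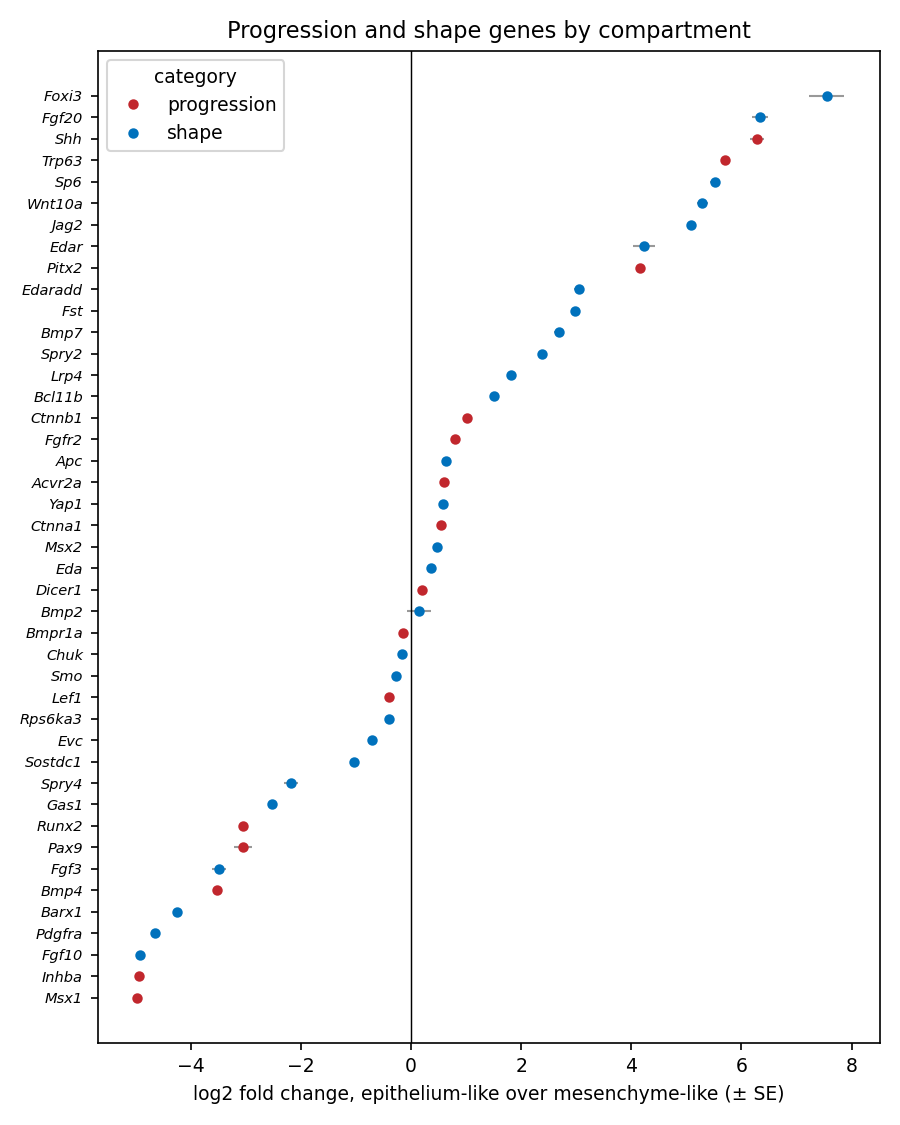
Log2 fold change of progression and shape genes between epithelium-like and mesenchyme-like UMI sums of the 4 libraries, with edgeR standard errors as bars. Positive values are higher in epithelium. The genes run from Msx1 at -4.98 to Foxi3 at 7.54.

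The shares of cells with a UMI differed in the same direction as the fold changes for Msx1, Runx2 and Shh. Epithelium-like cells were deeper, with a median of 32305 UMIs against 19193 in mesenchyme-like cells. Msx1 was detected in 95.5% ± 4.17 of mesenchyme-like cells and 27.5% ± 1.43 of epithelium-like cells, and after thinning to 7000 UMIs in 88.4% ± 5.95 and 8.17% ± 0.574 (SD, n = 4 libraries). Col3a1, a more abundant marker of mesenchyme that epithelium should lack, was detected in 39.6% of epithelium-like cells, and in 13.0% after thinning, so the Msx1 share alone does not show expression in epithelium. Runx2 was detected in 68.8% ± 4.27 of mesenchyme-like cells and 26.6% ± 2.48 of epithelium-like cells. After thinning the Runx2 shares were 44.1% and 8.27%. Shh was detected in 10.8% ± 2.80 of epithelium-like cells and 1.32% ± 0.133 of mesenchyme-like cells, and after thinning in 7.68% and 0.441%. Krt14, a far more abundant marker of epithelium, was detected in 35.8% of mesenchyme-like cells and in 15.0% after thinning, so the Shh share there is not read as expression.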

Values the study reported

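The study reported 30,930 cells after filtering, with 7000–8811 cells for each tooth. It gave ligands as 36% of shape genes and 20% of progression genes.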

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

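The comparisons of the 5 sex-linked genes (Xist, Ddx3y, Eif2s3y, Uty and Kdm5d) the test of scattered Xist UMIs and the test of the share of mesenchyme were chosen after these genes' values were seen. The highest and the lowest of the 4 libraries were examined for their gap to the next library as a share of the whole range, over 101 sets of values. Dixon's 95% critical value for 4 values was the limit, and chance alone passes it in about 1 of 20 sets. It was passed in 12 sets, and in 2 of the 91 sets that do not involve the sex-linked genes.

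Library 4 stood apart in Xist (chromosome X, 103460366 to 103483254, a long noncoding RNA of the inactive X chromosome). Xist was detected in 99.7%, 99.7%, 99.1% and 0.830% of the cells of libraries 1 to 4, with a gap of 0.994 of the range, and its level in CPM had a gap of 0.952. The 4 genes of the Y chromosome went the other way. Their gaps in the percentage of cells were 0.9996 for Ddx3y, 0.9998 for Eif2s3y, 0.997 for Uty and 0.999 for Kdm5d. In CPM they were 0.9998, 0.9999, 0.998 and 0.999 in the same order. Together the Y-linked genes had 14, 10, 4 and 32156 UMIs in libraries 1 to 4. Mixing with the other libraries would add Xist to library 4, so it cannot give this pattern. Whether the few Xist UMIs of library 4 came with whole cells of another library was tested by their spread over its cells. Of 8073 cells 67 had an Xist UMI, the largest number in a cell was 3, and 0 cells had 5 or more, against medians of 26 to 28 Xist UMIs per cell in the other libraries. Whole cells of another library are thereby argued against, while single stray UMIs are present. A difference in the sex of the embryos would give the values of all 5 genes. The labels give no sex to set them against, so it stays a hypothesis, and no comparison in the report uses it.

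The level of Barx1 was 585 CPM in library 3 and 430, 450 and 446 CPM in libraries 1, 2 and 4, a gap of 0.873 of the range. The level of Inhba was 96.6 CPM in library 2 and 121, 123 and 120 CPM in libraries 1, 3 and 4, a gap of 0.895. Both genes are mainly expressed in mesenchyme-like cells, which held 50.2%, 55.7%, 59.7% and 57.3% of the UMIs of libraries 1 to 4. These shares alone, with the same levels in mesenchyme-like and in all other cells of every library, would give 26.3% of the departure of Barx1 in library 3 from the mean of the other libraries, and -0.0772% of that of Inhba in library 2. The share of mesenchyme is therefore argued against as the main source. Within mesenchyme-like sums library 3 still had the highest Barx1 (915 CPM) and library 2 the lowest Inhba (163 CPM), although the gaps there were 0.680 and 0.538 of the range, below the limit, the outcome that had been set down beforehand for the share as the source. With 2 of 91 sets past the value, chance stays open. No biological explanation was tested, since all teeth belong to the same group.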

How the results depend on the processing

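The protein-coding set of other genes, the removal of cells by doublet score and the comparison without 4 clusters were chosen after seeing the data. The tissue-level excess of progression genes over tissue, dispensable and other genes kept its direction and stayed past the threshold under all 11 alternatives and with each library left out. Not every alternative was a test of it. Dropping the gene filter or changing the set of other genes left the tissue and dispensable comparisons unchanged (2.87 and 2.24), since their genes were the same. Keeping all barcodes and removing Scrublet doublets changed only 2 and 27 cells. The differences ranged from 1.89 to 2.99 against tissue genes and from 2.29 to 4.69 against other genes under the alternatives, and reached at most 2.37 against dispensable genes. In the same order of tissue, dispensable and other genes, the alternatives had adjusted permutation p-values of at most 0.0286, 0.0218 and 0.00414.

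Shape and double genes were less stable. Among genes with a UMI in at least 1% of cells, shape genes lay below tissue genes (-0.52) and below other genes (-0.12), and double genes exceeded dispensable genes by 0.98 and other genes by 1.26 without passing the threshold. That filter left the medians of progression, shape and double genes unchanged and raised those of the sets they were compared with. Category means turned shape against dispensable genes to 0.58 and left double against dispensable genes at 0.90, not past the threshold, and the cause was not tested. Other genes without predicted-gene names lowered the excess of shape genes to 0.59 and that of double genes to 1.97, and protein-coding genes lowered that of shape genes to 0.67, none past the threshold, by construction of a more highly expressed comparison set. Under both of these sets double against dispensable genes stayed at 1.21 but lost the call (adjusted permutation p = 0.0561), because the adjustment shares the family of 9 tests. A two-sided test gave the same 1.21 with an adjusted permutation p of 0.134. With cells weighted equally, double genes exceeded tissue genes by 2.24, now past the threshold, and the cause was not tested. With 1 library left out, shape against other genes ranged from 1.66 to 1.83, double against tissue genes from 1.82 to 1.87 and double against dispensable genes from 1.20 to 1.27. The first and the last lost their call without library 1, at adjusted permutation p-values of 0.0623 and 0.0554. For the last the unadjusted permutation p was 0.0308, against 0.0312 with all libraries, so its loss came from the shared adjustment. The second passed without library 2 (1.87) or library 3 (1.87).

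The cell-level excess of progression genes stayed past the threshold under 7 of 9 alternatives and with each library left out (0.343 to 0.358). It was 0.257 with category means (adjusted permutation p = 0.0586), where double genes fell to -0.0384, and the cause was not tested. Dividing by the number of cells with more than 1 UMI turned the differences of progression, shape and double genes to -0.16, -0.19 and -0.22. By its construction this measure keeps cells with 1 UMI in the sum and drops them from the divisor, which raises genes seen mostly as single UMIs. Matching on the number of expressing cells replaced the dispensable genes by other genes and put shape genes (0.0799), tissue genes (0.0385, the opposite direction) and double genes (0.131) past the threshold.

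The correlations of domain and level stayed between 0.873 and 0.936 for Pearson's r, and between 0.959 and 0.996 for Spearman's rho. Ligands were detected in fewer cells past the threshold under all 7 alternatives and without each library, by 16.4 to 30.5 points in progression and shape genes at the alternatives' extremes, where the highest adjusted permutation p was 0.0492, after thinning. Depth therefore limits the percentages more than their order. Within pathways the direction changed in 1 case: shape genes without ligands lay at -0.13 against pathway genes without ligands, a comparison set that is higher by construction.

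Between compartments the number of keystone genes called lay between 73 and 76 under 8 alternatives and between 74 and 75 with a library left out. Without the replicate block 73 genes were called, all of them among the 74 and none in another direction, so the block changed no other call of these genes. DESeq2 called 74, of which 73 were shared with edgeR. The 4 clusters with a neuron or pericyte marker among their 10 leading genes met the marker limits of their class. Without them, 73 of 75 tested genes were called. Of the 74 genes Msx2 changed direction (log2 fold change 0.47 to -0.36, both past the threshold) and Dlx3 went from 0.14 to -0.09 and lost its call. Fgf20 had too few UMIs to be tested there. Msx2 and Dlx3 were chosen after their values were seen. In the main comparison, CPM without TMM factors put Dlx3 higher in epithelium in only 1 of 4 libraries. Without the 4 clusters Shh stayed higher in epithelium at 2.68, since 1 of the clusters left out holds most Shh UMIs. That cluster, number 18, had Shh as its leading gene and a median log2 fold of 1.59 for epithelium markers. Leaving it out therefore removes epithelium-like cells, and not only cells of doubtful class. Apart from Msx2 and Dlx3, the fold changes given for single genes kept their direction and their side of the threshold under every alternative that tested them.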

Other observations

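The test of the expected size of the ligand difference was chosen after the result was seen. The tests of residual cell-level expression, of ligand clusters, of observed against expected cells, of Msx1, of other splits and of cluster 8 had their outcomes set down before they were run.

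Cell-level expression rises with the number of expressing cells in many genes, so wide detection could account for the excess of progression genes. From each gene's value the median of the 50 other genes nearest in number of expressing cells was subtracted. Progression genes then had a median of 0.256 and dispensable genes 0.0856, a difference of 0.170 (one-sided permutation p = 0.00378, 15 and 99 genes). The excess was smaller than the 0.345 before the subtraction and did not vanish. Wider detection as the whole cause is argued against, and as a part of it stays open.

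The narrow domains of ligands could come from local expression or from low abundance. If ligands were only local, they would reach the share of other pathway genes in the cluster where each peaks. In cells thinned to 7000 UMIs the largest share over clusters of at least 100 cells had a median of 26.4% for other genes, and that of ligands differed from it by -12.4 points (one-sided permutation p = 0.0001). Locality at the scale of whole clusters is thereby argued against as the whole cause. A ligand confined to part of a cluster would also fall short, so finer locality is not excluded. As a part of the cause locality stays open. The median of ligands rose 6.35-fold from all cells to the peak cluster and that of other genes 2.04-fold. This narrowed the ratio of other genes to ligands from 5.88 to 1.88. The largest of many shares also rises by chance, and more so for rare transcripts, which was not corrected for. If low abundance alone were the cause, the number of cells with a UMI would match a Poisson draw from each gene's total equally well in both. Relative to that draw, ligands were detected in fewer cells than other genes, with a difference of -0.0757 on the log2 scale (permutation p = 1e-05, the smallest possible), which argues against abundance as the whole cause. The median share of thinned cells was 2.21% for ligands against 2.86% in the draw, and 13.0% for other genes against 13.4%. The differences of ligands from other genes, -10.8 points observed and -10.5 points in the draw, do not weigh abundance against locality, since the low share of ligands leaves little room for them to differ. How much each contributes is open, and so is whether low totals come from few producing cells. The tissue-level median of ligands was 1.92 lower than that of other pathway genes.

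Msx1 UMIs in epithelium-like cells may be free RNA or mixed droplets from mesenchyme. The ratio of its CPM in epithelium-like to mesenchyme-like cells was 0.0281. The 10 mesenchyme markers had ratios from 0.0264 to 0.166 with a median of 0.0308, and the most abundant, Col1a2, fell from 1080 to 52.0 CPM at a ratio of 0.0481. Msx1 lay near the lower end of that range, as free RNA or mixed droplets would give. A low level in epithelium is not excluded. The ratio of Runx2, 0.108, was above those of all markers but Col5a2, whose ratio of 0.166 is the highest. It still lay inside the range of the 10 markers. Background as the source of Runx2 UMIs in epithelium-like cells is therefore neither shown nor excluded.

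Other splits of the 8 UMI sums into 4 and 4 were run for the count of keystone genes. Of 35 splits, without the block, 1 gave as many genes as the real one, the real one itself, and the others gave 0. Among the 8 splits that part the sums of every library, fitted with the block, again only the real one did, and the others gave 0. Compartments were named from expression, and every other split mixes them, which fixes this outcome. Chance therefore cannot be excluded by these splits.

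Cluster 8, a mesenchyme-like cluster with Nr2f1, Dlk1 and Osr1 among its leading genes (chosen after their values were seen), held 2.06%, 6.73%, 10.4% and 0.446% of the cells of libraries 1 to 4, a 23.4-fold range. A shift of these genes across whole libraries would move them in the other mesenchyme-like clusters as well. There the summed level of the 10 leading genes was 400, 461, 513 and 419 CPM, a 1.28-fold range, and within cluster 8 it was 3282, 4638, 4353 and 2678 CPM. Clusters were built from expression, so cells high in these genes fall into cluster 8 and the other clusters are low in them by construction. A shift across whole libraries and a change in the share of these cells therefore cannot be told apart here. A difference in how much tissue around the tooth was dissected stays open as a hypothesis and was not tested. The share of epithelium-like cells, 30.1% in library 1 and 20.3% in library 3, differed as well.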
